A study of Mus musculus with 12 samples.

How the data were processed

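Total RNA was measured by sequencing in brain and liver of male mice aged 7 to 9 weeks that were wild type or knockout for Vaultrc5, a gene for a small non-coding vault RNA. There were 12 libraries in 4 groups (brain wild type, brain knockout, liver wild type and liver knockout) with 3 libraries each. Groups and replicate numbers were taken from the sample titles and genotype labels. The titles name the control libraries flx, and they are called wild type here after the genotype labels. Per the labels' protocols, RNA was isolated with TRIzol and treated with DNase, ribosomal RNA was depleted, stranded total RNA libraries were made with an Illumina ligation kit, and the pooled libraries were sequenced as single-end reads on a NextSeq instrument. Ligation-based total RNA libraries keep transcripts without a poly(A) tail, but a transcript as short as a vault RNA can be lost at size selection, which limits the counts such a gene receives.

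The authors deposited expected counts per gene and library, not normalized and not pooled over replicates. The read aligner, the counting tool and its use of strand were not stated in the labels. Between 5.06% and 5.71% of the values in a library were not whole numbers, as estimated counts are where reads shared between genes are split in fractions, so genes with overlapping or near-identical sequence carry an uncertainty of assignment that replicate errors do not cover. The table held 55450 genes. All 55450 gene identifiers and symbols matched the GENCODE mouse release M21 annotation on the GRCm38 build, and coordinates are given from that annotation (1-based). At least 1 count was present in at least 1 library for 32811 genes.

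The expected counts were rounded to whole numbers. Library totals ran from 14844971 to 18567381 counts in brain and from 23247449 to 27155480 in liver. A gene with 3 counts lies at 0.162 to 0.202 CPM (counts scaled to library size) in brain and at 0.110 to 0.129 CPM in liver; 3 counts were taken as the floor below which no fold change is given. Floors cover counting error only, because reads without molecular identifiers are not independent molecules. Before replicates were averaged, the 12 pairs of replicates within groups were compared by a chi-square statistic over genes with at least 20 counts in the pair; it was 27.2 to 228 times its degrees of freedom, so no pair agreed within sampling noise and each library was counted as a separate replicate.

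Gene-level comparisons used the edgeR 4.0.16 quasi-likelihood F-test (R 4.3.3, robust estimation) with TMM normalization, genes kept by filterByExpr by group (minimum count 10, minimum total 15), and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors (SE) of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. The comparisons were knockout against wild type in brain, the same in liver, the difference between these effects (the genotype by tissue interaction), and wild-type brain against wild-type liver. The interaction was fitted on all 12 libraries and each other comparison on its own 6. The Vaultrc5 level was compared by a two-sided exact permutation test on log2(CPM + 1), for which 3 libraries against 3 allow no p-value under 0.1. Gene lists for autophagy and lysosome (50 genes), interferon-stimulated genes (42 names) and the genes neighbouring Vaultrc5 (30 names) were tested with fry (limma 3.58.1) and adjusted over the 6 tests. CPM in the text use TMM effective library sizes within a tissue.

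Wild-type and knockout libraries share the replicate numbers 1 to 3 in the titles, and this is where the pairing used for the replicate block comes from. Animals of different genotype are necessarily different animals; the labels do not say whether brain and liver libraries with one number come from the same animal. Fits with the replicate number as a block are given beside the fits without it.

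The rule for the genes named was fixed before the data were examined: Vaultrc5; the vault protein genes Mvp, Tep1 and Parp4; in each knockout comparison up to 5 called genes per direction with non-overlapping CPM or, where no gene passed, the 3 with the smallest unadjusted p-values; up to 3 for the interaction if any passed; 3 in each direction between brain and liver; up to 5 genes called in both tissues; and the label checks Xist, Ddx3y, Alb and Snap25. Genes named outside this rule are said to have been chosen after their values were seen. The alternatives tried were DESeq2 size factors or library totals in place of TMM, the DESeq2 1.42.0 Wald test, no filter beyond 1 count, a filter at a mean of 1 CPM, robust estimation off, an adjusted p threshold of 0.1, all 12 libraries in one fit, the replicate block, each replicate left out in turn, a pseudocount of 0.1 CPM for Vaultrc5, and camera (inter-gene correlation 0.01) for the gene lists.

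The fits were tested on simulated negative binomial counts with the means, library sizes and dispersions of the real genes and 200 changed genes. Without deviations shared by replicate number, 41.5% of 94 tested genes changed by 1 on the log2 scale and 83.7% of 98 changed by 2 were recovered among 17734 genes in brain, and 59.8% of 97 and 91.8% of 98 among 15096 genes in liver; 11 of 132 calls in brain and 15 of 163 in liver were false. Such deviations were then added, with dispersions taken from the block fit. Their size was chosen and not estimated from the libraries. It was the same for every replicate number, and genes were drawn independently. The fit without the block then recovered 2.02% of 99 genes changed by 1 in brain and 5.26% of 95 in liver, against 69.7% and 64.2% with the block. Of the genes changed by 2 it recovered 71.7% in brain and 77.8% in liver, against 94.9% and 91.9% with the block. The false share was 5.19% in brain and 0% in liver without the block, but 14.2% and 16.5% of the calls with the block were false. The false share with the block was 17.5% and 16.1% when no such deviations were present, so in these runs the block fit exceeded the nominal 5% in either case. The fit without the block was also above 5% when no such deviations were present, at 8.33% in brain and 9.20% in liver. Each share comes from a single simulated data set, so it does not give the long-run false share of a fit. Gene lists were simulated too, again with genes drawn independently. The same-numbered real libraries of the 2 genotypes deviated together across many genes, at a mean correlation of 0.472 in brain and 0.344 in liver. The list results that follow may therefore overstate what fry can recover from the real lists. In fry, a model-based rotation test of a list (not an exact permutation), a simulated list of 50 genes moved by 0.5 gave p = 1.2e-05 in brain and p = 3.1e-05 in liver. Of the simulated lists that were not moved, the interferon-stimulated genes in liver gave the smallest value, p = 0.0312 by fry, a test that is again not an exact permutation.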

Results

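Vault RNAs are short non-coding RNAs found in the vault, a large ribonucleoprotein particle built from the major vault protein (Mvp) with Tep1 and Parp4. The mouse carries the vault RNA gene Vaultrc5, and the series compared mice with and without it to ask whether its loss alters gene expression in brain and liver. Total RNA from 3 wild-type and 3 knockout males was sequenced for each tissue, giving 12 libraries. The expected counts summed to 16557831, 18567381 and 17015708 in wild-type brain replicates 1 to 3 and to 14844971, 17206540 and 16679963 in knockout brain. The liver totals were 23659870, 27155480 and 24813625 in the wild type and 25989866, 25070499 and 23247449 in the knockout. The 10 most abundant genes took 9.99% to 11.7% of the counts in brain and 19.3% to 20.1% in liver, with overlapping ranges in the 2 genotypes of either tissue. At least 1 count was found for 24758 to 25259 genes per brain library and 20818 to 21482 per liver library.

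The labels were checked first. Xist had at most 4 counts in any brain and 10 in any liver library, whereas Ddx3y had 882 to 1028 counts in brain and 1614 to 2347 in liver, as male samples do. Alb had 0 to 5 counts in the brain libraries and at least 714287 in the liver libraries. Snap25 had at least 31003 counts in brain and no more than 3 in liver.

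The targeted gene was then examined in every library. Vaultrc5 (ENSMUSG00000065145.1) is annotated as a miscellaneous RNA of 143 nt on the plus strand of chromosome 18, from 36801866 to 36802008 (GRCm38). In liver it had 33, 39 and 48 counts in wild-type replicates 1, 2 and 3 and 0 counts in each knockout library. The wild-type mean was 1.56 ± 0.265 CPM (SD, n = 3). Against the floor of 3 counts in the knockout libraries, which corresponds to a mean of 0.123 CPM, the level in knockout liver was at least 12.7-fold lower. On the log2(CPM + 1) scale the difference was -1.35 (two-sided exact permutation test, p = 0.1, the smallest value this design allows). The edgeR quasi-likelihood test gave an unadjusted p = 3.13e-05, a Benjamini-Hochberg adjusted p = 0.333 over the 15329 genes tested and 0.000125 over the vault genes fixed before the data were examined. The edgeR adjusted p was 0.165 with the replicate block, within a range of 0.00148 to 0.438 over the edgeR alternatives with every replicate kept and 0.240 to 0.998 with one replicate left out, and the DESeq2 Wald test gave an adjusted p of 1.84e-05. In brain, Vaultrc5 had 4, 1 and 4 counts in the wild type and 0 in each knockout library. The wild-type mean of 0.176 ± 0.104 CPM (SD, n = 3) lies at the floor, so no fold change is given for brain. The brain difference on the log2(CPM + 1) scale was -0.23 (two-sided exact permutation test, p = 0.1), and the gene was too low for the edgeR test. Of the alternatives, a pseudocount of 0.1 CPM moved these differences most, to -4.04 in liver and -1.38 in brain.

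**Figure D1:**
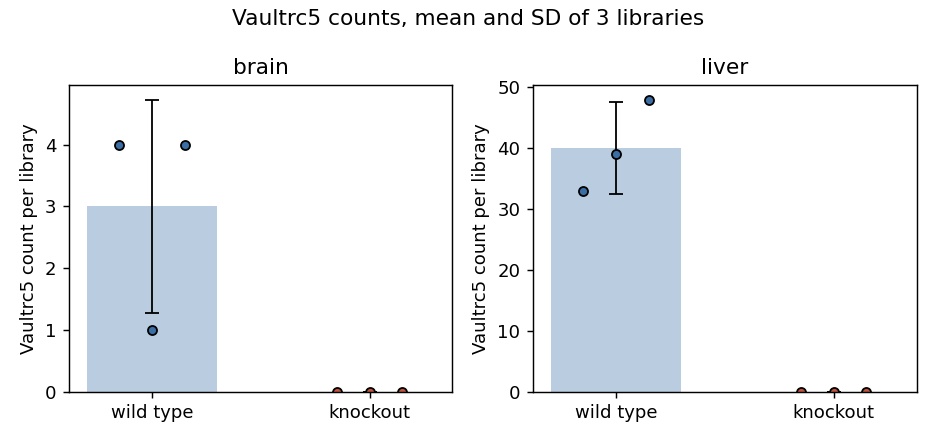
Vaultrc5 counts per library (y axis, counts) in wild type and knockout (x axis) for brain and liver, on separate scales; points are libraries, bars are means and error bars are the SD of 3 libraries. Wild-type livers have 33 to 48 counts and wild-type brains 1 to 4, and every knockout library has 0.

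To ask whether the knockout changed the expression of other genes, the 2 genotypes were compared within each tissue. In brain, 18075 genes were tested and 0 had an edgeR adjusted p under 0.05; 122 genes, or 0.675% of those tested, had an unadjusted p under 0.05, where 904 would be given by chance. Same-numbered wild-type and knockout brain libraries deviated together from their group means: across 14967 genes, the correlation of their deviations was 0.71 for replicate 1, 0.71 for replicate 2 and 0.00 for replicate 3. The mean was 0.472 for the 3 same-numbered pairs and -0.235 for the 6 differently numbered pairs. Deviations from a group mean sum to 0, so the second value follows largely from the first. In brain, and in liver below, it is no separate evidence. With the replicate number as a block, 0 genes were called and 406 had an unadjusted p under 0.05. The common dispersion fell from 0.0587 without the block to 0.0184 with it. The first principal component of the brain libraries took up 51.3% of the variance and separated the replicate numbers, not the genotypes. No alternative changed the count of 0 genes.

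**Figure D2:**
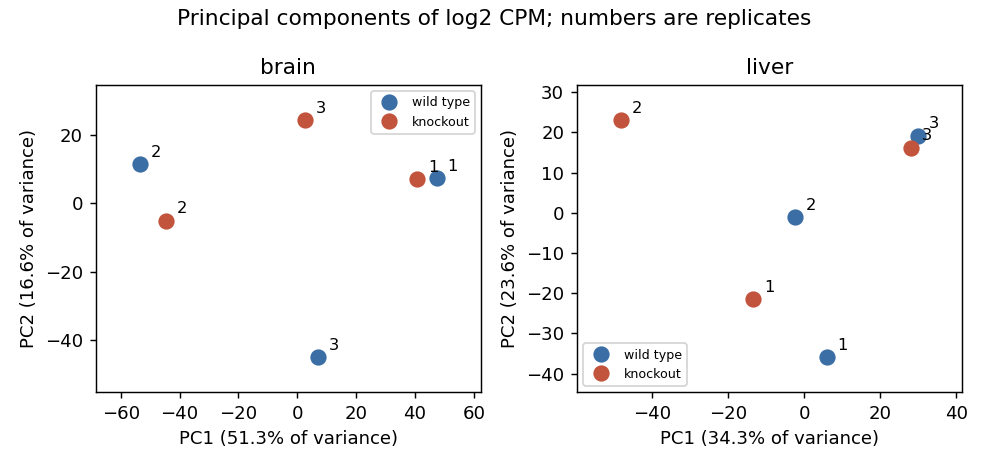
First and second principal components of log2 CPM for the 6 brain and the 6 liver libraries, with the share of variance on each axis; points are libraries coloured by genotype and numbered by replicate. In brain, replicates 1 of both genotypes lie at 47.3 and 40.9 on the first component and replicates 2 at -53.3 and -44.6.

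By the rule fixed for comparisons without called genes, the 3 brain genes with the smallest unadjusted p-values are named, none of which passed. Pecam1 (ENSMUSG00000020717.19, chromosome 11, 106654217 to 106750628) was at 12.9 ± 0.575 CPM in the wild type and 17.8 ± 1.77 CPM in the knockout (SD, n = 3), with a log2 fold change of 0.46 ± 0.12 (SE) and an edgeR adjusted p = 1.00. Gm10698 (ENSMUSG00000079884.6, chromosome 9, 33728247 to 33728850), a processed pseudogene with fractional counts in all 12 libraries, had a log2 fold change of -1.27 ± 0.33 (SE). Mir6374 (ENSMUSG00000099045.1, chromosome 6, 83400996 to 83401102), which lies inside Tet3, had one of 1.49 ± 0.40 (SE) at a mean of 0.399 CPM in the wild type and 1.14 CPM in the knockout. The unadjusted p-values were 0.00612, 0.00723 and 0.00766 in the edgeR fit across 18075 genes. Fitted with the block they were 0.00443, 0.000497 and 0.0101, and the edgeR adjusted p-values were 0.996 for all 3 genes. They lay in a range of 0.995 to 1.00 over the alternatives in which each gene was tested. Mir6374 was not tested with the filter at a mean of 1 CPM.

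In liver, 15329 genes were tested and 0 had an edgeR adjusted p under 0.05; 536 genes, or 3.50%, had an unadjusted p under 0.05, where 766 would be given by chance. Same-numbered liver libraries also deviated together, with correlations across 11809 genes of 0.31, 0.36 and 0.36 for replicates 1, 2 and 3, a mean of 0.344 against -0.172 for the 6 differently numbered pairs. With the replicate block, 2 genes were called and 982, or 6.41%, had an unadjusted p under 0.05. The common dispersion was 0.0434 without the block and 0.0230 with it. The 2 genes called with the block, named after their values were seen, were Foxq1 and G0s2. Foxq1 (ENSMUSG00000038415.10, chromosome 13, 31556134 to 31560976) had a log2 fold change of 1.17 ± 0.08 (SE) with an edgeR adjusted p = 0.0132 in the block fit, and 1.16 ± 0.87 (SE) with an adjusted p = 0.992 without it. G0s2 (ENSMUSG00000009633.3, chromosome 1, 193272161 to 193273217, within a Lamb3 intron on the other strand) had -1.20 ± 0.10 (SE) with an edgeR adjusted p = 0.0214 with the block, and -1.21 ± 0.20 (SE) with an adjusted p = 0.992 without it. Foxq1 was at 31.9 ± 23.0 CPM in wild-type and 71.2 ± 48.7 CPM in knockout liver (SD, n = 3), and G0s2 at 26.0 ± 6.02 and 11.3 ± 1.89 CPM. Over the edgeR alternatives with every replicate kept the adjusted p ran from 0.0132 to 1.00 for Foxq1 and from 0.0214 to 0.992 for G0s2; with one replicate left out it ran from 0.713 to 1.00 and from 0.397 to 0.999, and the DESeq2 Wald test gave 1.00 and 0.000359. In the fits that left out one replicate, the Foxq1 log2 fold change ran from 0.58 without knockout replicate 1 to 1.83 without wild-type replicate 1. That of G0s2 ran from -1.37 to -1.04. Foxq1 exons overlap A530084C06Rik on the other strand, and the expected counts of Foxq1 were whole in all 12 libraries. In the simulated data with deviations shared by replicate number, 16.5% of liver calls made with the block were false. Across the alternatives the DESeq2 Wald test moved the liver count most, to 11 genes.

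**Figure D3:**
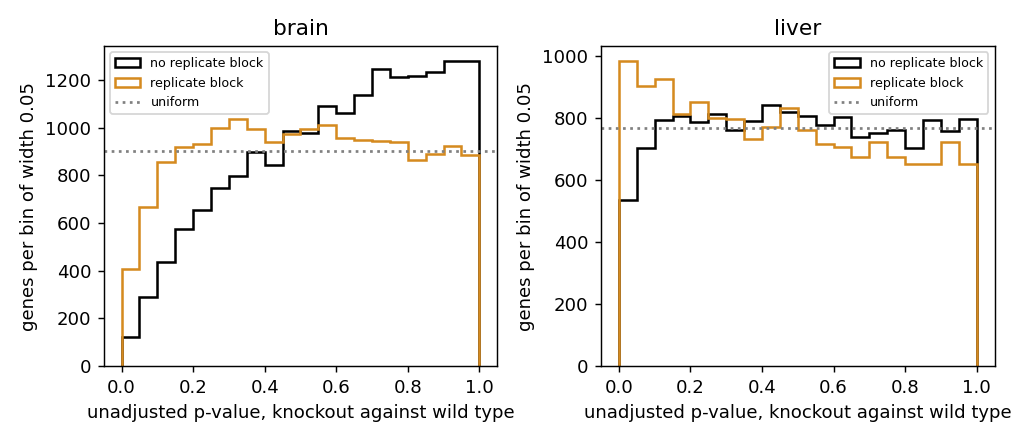
Unadjusted edgeR p-values (x axis, bins of width 0.05) for knockout against wild type in brain and liver, as genes per bin (y axis), without the replicate block (black) and with it (orange); the dotted line is the uniform expectation. The bin under 0.05 holds 122 and 406 genes in brain and 536 and 982 genes in liver, without and with the block.

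The 3 liver genes with the smallest unadjusted p-values were Vaultrc5, Oaz1-ps and Gm20687, and none passed the threshold. Oaz1-ps (ENSMUSG00000043801.7, chromosome 17, 17345456 to 17346140), a processed pseudogene of Oaz1, was at 12.3 ± 1.66 CPM in the wild type and 5.63 ± 0.275 CPM in the knockout (SD, n = 3), a log2 fold change of -1.13 ± 0.14 (SE) with an edgeR adjusted p = 0.333. Its expected counts were fractional in all 12 libraries, and with those of Oaz1 they summed to a whole number in each, so its level depended on how shared reads were split. Gm20687 (ENSMUSG00000100162.2, chromosome 14, 55054945 to 55098986), an antisense gene, had 0 counts in the 3 wild-type livers and 1.03 ± 0.181 CPM in the knockout (SD, n = 3), with an edgeR adjusted p = 0.429. Its exons overlap those of Thtpa on the same strand, and its counts were fractional wherever it had reads. The edgeR adjusted p-values with the block were 0.0865 for Oaz1-ps, in a range of 0.00976 to 1.00 over the edgeR alternatives with every replicate kept, and 0.268 for Gm20687, in a range of 0.00976 to 0.490. With one replicate left out they ran from 0.198 to 0.999 and from 0.353 to 0.999. The DESeq2 Wald test gave adjusted p-values of 1.84e-05 and 0.000359. Vaultrc5 and Gm20687 were not tested in liver with the filter at a mean of 1 CPM, so their ranges leave out that setting.

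None of the genes for the protein components of the vault was called. The log2 fold changes in brain were 0.17 ± 0.38 (SE) for Mvp (ENSMUSG00000030681.18, chromosome 7, 126986860 to 127014621), 0.22 ± 0.25 for Tep1 (ENSMUSG00000006281.8, chromosome 14, 50824059 to 50870560) and -0.10 ± 0.38 for Parp4 (ENSMUSG00000054509.7, chromosome 14, 56575619 to 56659794). In liver they were 0.10 ± 0.14 for Mvp, 0.08 ± 0.11 for Tep1 and 0.06 ± 0.09 for Parp4. Adjusted over the vault genes alone, the smallest edgeR adjusted p of these 3 genes was 0.796 in brain and 0.506 in liver. In the block fit the log2 fold changes of Mvp, Tep1 and Parp4 were 0.21, 0.21 and -0.05 in brain, with unadjusted edgeR p-values of 0.109, 0.142 and 0.742, and 0.09, 0.08 and 0.06 in liver, with unadjusted edgeR p-values of 0.423, 0.472 and 0.522. The signs for Mvp in both tissues and for Parp4 in brain turned in some of the fits that each left out one replicate.

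Whether the knockout effect differed between tissues was tested as an interaction over all 12 libraries. Of 20141 genes, 0 had an edgeR adjusted p under 0.05 and 489 had an unadjusted p under 0.05, where 1007 would be given by chance. This fit left out the pairing by replicate number within a tissue. No gene was called in both tissues. Of 13681 genes tested in both, 6 had an unadjusted p under 0.05 in each, where the product of the 2 rates gives 2.67, and 5 of the 6 changed in one direction.

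The genotype contrast was set against a contrast of known size. Between wild-type brain and liver, 14817 of 18850 genes, or 78.6%, had an edgeR adjusted p under 0.05, 8275 higher in brain and 6542 higher in liver. When library totals replaced TMM, the median log2 fold change of all genes moved from 0.21 to 1.05 and the split to 11635 higher in brain and 3998 higher in liver. The genes with the smallest p-values were Crmp1 (chromosome 5), Mapk8ip1 (chromosome 2) and Nmnat2 (chromosome 1) on the brain side, with log2 fold changes of 10.60 ± 0.19, 6.77 ± 0.13 and 8.16 ± 0.16 (SE), and Eppk1 (chromosome 15), Nr5a2 (chromosome 1) and Mgam (chromosome 6) on the liver side, with -8.71 ± 0.14, -10.72 ± 0.18 and -12.08 ± 0.21 (SE). The edgeR adjusted p was 6.62e-08 for each of the 6 genes. Crmp1 in liver (0.0392 CPM) and Nr5a2 and Mgam in brain (0.0955 and 0.0775 CPM) were under the floor of 3 counts, so these 3 fold changes depend on the prior count of the fit and show the direction of a large difference only. The median absolute log2 fold change was 1.55 between the tissues, 0.10 between the genotypes in brain and 0.12 between them in liver.

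Gene lists fixed before the data were examined asked whether vault RNA loss moved pathways in which vault RNAs have been placed, or the genes around the deleted locus. The autophagy and lysosome genes, 50 of which passed the filter in each tissue, had a mean log2 fold change of -0.05 in brain (fry adjusted p = 0.632) and 0.02 in liver (adjusted p = 0.632). The interferon-stimulated genes changed by -0.12 over 34 genes in brain (fry adjusted p = 0.544) and by 0.10 over 41 genes in liver (adjusted p = 0.632). The genes neighbouring Vaultrc5 changed by 0.03 over 29 genes in brain and 0.13 over 15 genes in liver (fry adjusted p = 0.632 for both). With the replicate block, for which same-numbered libraries correlated at a mean of 0.472 in brain and 0.344 in liver, the mean log2 fold changes were -0.04, -0.12 and 0.03 in brain and 0.01, 0.08 and 0.11 in liver in the same order, and the fry adjusted p was 0.577 for all 6 tests, in a range of 0.414 to 0.830 over the other fry fits with every replicate kept. The smallest adjusted p with camera was 0.106, for the interferon-stimulated genes in brain. No single gene of any list passed 0.05 when adjusted over its list or over all genes in either tissue; the smallest edgeR p adjusted over a list was 0.0652, among the neighbours in liver. Of the alternatives, fitting without a low-count filter moved a list mean most, from 0.13 to -0.12 for the neighbouring genes in liver.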

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

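The difference between the knockout effects in liver and in brain was tested for 19 results: the knockout genes named, the genes with an unadjusted p under 0.05 in both tissues, and the 3 gene lists. The library size and regrouping tests below, and the sums of Gm20687 with Thtpa, were chosen after the results were seen, while the tests of fractional counts were chosen before. Of the 19, 2 passed a Benjamini-Hochberg adjusted p of 0.05 over these results, Gm20687 and Nop9, and both were among genes picked for a small p-value in these same data. Neither passed over all genes in the edgeR interaction fit. Both lie on chromosome 14, Gm20687 from 55054945 to 55098986 and Nop9 from 55745693 to 55755500. Whether the 2 results are independent was not tested. Groups of 3 are too small for a test of single outlying libraries.

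Gm20687 was given a difference between tissues of 7.84 ± 1.16 (SE) on the log2 scale, with an adjusted p of 0.00141 over the 19 results and 1.00 over all genes in the edgeR interaction fit. It had 0 counts in the 3 wild-type livers, so the size of this difference is set by the prior count of the fit and is not a measured fold, and fractional expected counts of 24.7, 29.1 and 20.7 in knockout livers 1, 2 and 3. In brain it was at 4.38 to 11.9 CPM with overlapping genotypes. Reads shared with overlapping genes were tested through the deposited fractions: the counts were not whole in 9 of the 9 libraries with reads. In liver the sum of Gm20687 and Thtpa, which overlap on the same strand, was a whole number in 6 of 6 libraries (618, 638 and 438 in the wild type, and 643, 483 and 480 in the knockout), and Thtpa alone was whole where Gm20687 was at 0. Only the 3 knockout livers test the split, since Gm20687 had no reads in the wild-type livers. In brain the same sum was whole in 0 of 6 libraries, and Gm20687 also overlaps Zfhx2os on the same strand. In liver, the knockout reads assigned to Gm20687 may be Thtpa reads split by the counting step. Library size does not offer an alternative, since the mean knockout total was 0.983 times the mean wild-type total. Why the split fell along genotype was not tested, and a change in read positions at this locus cannot be seen in gene counts.

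Nop9 differed between tissues by -0.65 ± 0.16 (SE) on the log2 scale, with an adjusted p of 0.0162 over the 19 results and 1.00 over all genes in the edgeR interaction fit. It was higher in the knockout brain by 0.36 ± 0.14 (SE) and lower in the knockout liver by -0.28 ± 0.10 (SE), with no overlap of the genotypes in either tissue, which chance gives for 10% of genes per tissue at this group size. Its expected counts were whole in all 12 libraries, so 0 libraries showed reads split in fractions with an overlapping gene such as Cideb, which lies on the other strand. Whole counts do not exclude shared reads, since Thtpa was also whole where Gm20687 was at 0. Of the 4 splits that part every same-numbered pair, 4 gave at least as many genes with an unadjusted p under 0.05 in both tissues and opposite directions, the real split included. With 4 splits the share could not fall under 0.25, and the count covers any gene and does not test Nop9 itself, so it speaks neither for nor against a chance origin.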

How the results depend on the processing

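The brain comparison gave 0 genes under each of the 9 alternatives fixed before the data were examined, under the cerebellar covariate chosen after the data were seen, and in the 6 fits that each left out one replicate; the count at an unadjusted p under 0.05 ran from 109 to 406 across the settings other than leaving a replicate out. With one replicate left out, that brain count ran from 82 without wild-type replicate 3 to 615 without wild-type replicate 2. The liver comparison did move. Without a low-count filter 4 genes were called (Vaultrc5, Oaz1-ps, Gm20687 and Nudc-ps1), with the DESeq2 Wald test 11, which included those 4, and with the replicate block 2 (Foxq1 and G0s2), of which 1 was among the 11. The fits that each left out one replicate gave from 0 to 1 genes in liver, the 1 being Gm45837 without wild-type replicate 2. These genes outside the naming rule were named after their values were seen. The other liver settings gave 0 genes, with 464 to 556 genes at an unadjusted p under 0.05 apart from 739 when all 12 libraries were fitted together. Leaving out one replicate gave 386 such liver genes without wild-type replicate 2 and up to 1135 without knockout replicate 3. The adjusted p of Vaultrc5 in liver ran from 0.00148 to 0.438 across the edgeR alternatives with every replicate kept, the lowest without a low-count filter, and from 0.240 to 0.998 with one replicate left out. It was 1.84e-05 with the DESeq2 Wald test, which was run on the same 25888 genes as the edgeR fit without a filter. On those genes both tests called Vaultrc5, so with edgeR its passing a genome-wide threshold depended on the filter; the DESeq2 Wald test was not run on the 15329 filtered genes. The cause of the other calls was not tested.

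The interaction gave 0 genes except under the DESeq2 Wald test, where 1 gene was called, Gm20687; leaving out replicates gave from 0 to 0 genes over 12 fits. For the interaction, same-numbered brain and liver libraries of a genotype correlated at a mean of 0.0724, and the replicate block gave 0 genes and 334 at an unadjusted p under 0.05. Within a tissue, same-numbered libraries of the 2 genotypes correlated at a mean of 0.472 in brain and 0.344 in liver. The common dispersion was 0.0371 with the interaction block, against 0.0184 and 0.0230 in the block fits of brain and liver. The 0 interaction genes thus come from fits that kept spread taken up by the blocks within a tissue. Wild-type brain against liver gave 13364 to 16400 genes across the alternatives and 14218 to 15059 genes across the 6 fits that each left out one replicate. Same-numbered wild-type brain and liver libraries correlated at a mean of 0.0372, and the replicate block gave 14496 genes.

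Among the gene lists, the mean log2 fold change of the neighbouring genes in liver reversed to -0.12 without a low-count filter and to -0.0856 with all 12 libraries; the number of genes then rose from 15 to 20 and 29, adding genes of few counts. Leaving out one replicate moved the neighbours in brain from -0.00413 to 0.0738, the interferon-stimulated genes in liver from -0.0293 to 0.21, and the interferon-stimulated genes in brain from -0.16 to -0.0846, with a fry adjusted p of 0.0433 without wild-type replicate 2 and up to 0.873 in the others. None of these lists passed 0.05 in a fit with all replicates. Leaving out one replicate also reversed Mvp in brain (-0.12 to 0.61), Parp4 in brain (-0.40 to 0.25) and Mvp in liver (-0.0402 to 0.20). The cause of these reversals was not tested. Of the comparisons of named genes with every replicate kept, 193 kept their side of the threshold and 9 became stronger, all of them in liver.

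The Vaultrc5 difference kept its sign in every fit. With the replicate block, its mean paired difference on the log2(CPM + 1) scale was -1.35 in liver and -0.23 in brain, equal to the unpaired difference by construction, with an exact sign-flip p of 0.25, the smallest possible for 3 pairs; without single replicates it ran from -1.40 to -1.26 in liver and from -0.31 to -0.19 in brain. Depth limits the brain result: 1 to 4 counts per wild-type library cannot show how far the level fell. How well simulated changes of 1 on the log2 scale were recovered depended on the fit. With deviations shared by replicate number, the fit without the block recovered 2.02% of them in brain and 5.26% in liver, and the block fit 69.7% and 64.2%. The size of these deviations was chosen and not matched to the libraries, so the gap between the fits may differ in the real data. Of the changes of 2, the fit without the block recovered 71.7% in brain and 77.8% in liver. The real block fit called 0 brain genes and had 406 at an unadjusted p under 0.05, where 904 would be given by chance. In the simulated brain data with shared deviations, 14.2% of the block calls were false. The real block fit thus gave fewer small p-values than chance would, but the simulated false share is another measure, so the 2 fits are not compared alike. The simulated recovery may not carry over to the real fit. Replicate spread is therefore not excluded as a reason for the 0 calls. Smaller changes were not simulated.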

Other observations

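The tests of the clock genes, the fasting genes and the liver library size were chosen before their results were seen, as was the counting of regrouped libraries for the brain, liver, interaction and tissue comparisons and for the liver fit with the block; the other tests in this part were chosen after the pattern had been seen.

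The libraries were also regrouped. Because the genotypes gave 0 called genes in brain, in liver and in the interaction without the block, every split gives as many by definition (4 of 4 splits that part every same-numbered pair in brain, 4 of 4 in liver and 32 of 32 for the interaction), and these counts show nothing about the genotypes. At an unadjusted p under 0.05 the brain genotypes gave 122 genes, the fewest of the 10 splits. The liver genotypes gave 536, the most of the 4 that part every pair, but 5 of the other 6 liver splits gave more, from 701 to 1466. The other 6 brain splits keep 2 same-numbered pairs together and gave 0 to 208 genes; the split with 208 set wild-type replicates 1 and 3 and knockout replicate 1 against the rest. The 2 liver genes called with the replicate block were matched by 2 of the 4 splits, the real one included. In brain with the block, where the genotypes gave 0 genes and 406 at an unadjusted p under 0.05, another of the 4 splits gave 6. For the interaction, 25 of the 32 splits that exchange genotype within replicate numbers gave at least 489 genes at an unadjusted p under 0.05. Between wild-type brain and liver, 1 of the 4 splits that part every same-numbered pair gave as many genes, the real one.

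The brain libraries differed in cerebellar marker genes. A list of 10 such genes, among them Gabra6, Cbln3, Pcp2 and En2, summed to 3046, 46.0 and 677 CPM in wild-type replicates 1, 2 and 3 and to 2914, 45.2 and 1205 CPM in knockout replicates 1, 2 and 3. Different amounts of cerebellum in the dissected brains are a candidate explanation for the deviations shared by replicate number. The mean log2 level of the list took up 59.0% of the within-genotype variance of the 14957 other genes, against a median of 20.8% for 99 shuffled scores (permutation p = 0.02). Library size took up 57.0% (permutation p = 0.01, the smallest the shuffles can give), so this test cannot tell the 2 apart, although the brain library totals span only 14844971 to 18567381 counts. With the score as a covariate, 0 brain genes were called and 276 had an unadjusted p under 0.05. Other regional markers varied too: 4 choroid plexus genes summed to 247, 4.08 and 470 CPM in the wild type and 645, 8.28 and 10.6 CPM in the knockout, and 8 Hox genes to 63.4 CPM in wild-type replicate 3 against at most 0.713 CPM in the other brain libraries.

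In liver, the shared deviations were large in genes of the circadian clock. For the 15 clock genes expressed, a median of 89.7% of the within-genotype variance lay between replicate numbers, against 64.9% for all 11809 genes (permutation p = 0.0017 over random lists of the same size). Per1 was at 11.1, 26.4 and 64.1 CPM in wild-type replicates 1, 2 and 3 and at 9.46, 13.9 and 71.7 CPM in the knockout; Arntl was at 8.65, 9.10 and 2.45 CPM and at 14.2, 11.7 and 2.89 CPM. The pattern is consistent with pairs of animals having been collected at different times of day. For 14 genes of fasting and lipid synthesis the median was 72.6% (permutation p = 0.215 over random lists), and library size took up no more variance than shuffled totals did (permutation p = 0.67). Random lists of genes are not correlated as clock genes are, so the p-value overstates the evidence. Foxq1, called only with the block, fell with the replicate number in both genotypes, from 55.6 to 30.4 to 9.65 CPM in the wild type and from 119 to 73.7 to 21.3 CPM in the knockout.

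Brain knockout replicate 3 carried digestive enzyme genes of the exocrine pancreas. The 8 listed genes, such as Pnlip, Cela2a and Cpa1, summed to 126287 counts there, 0.757% of the library, against at most 11 counts in the other brain libraries. Pancreatic tissue in the sample may be the source: 6 endocrine pancreas genes, not used to find the pattern, summed to 273 counts there and to at most 14 in the other brain libraries. An effect of the knockout was tested through the other knockout brains, which had 9 and 11 counts for the acinar genes against 0 to 7 in the wild type. The bounds of that test, a difference within 10-fold or over 100-fold, were set after these counts were known. A swapped or mislabelled sample was tested through Snap25, which was at 1950 CPM there and at 1856 to 2220 CPM in the other brain libraries. Because Snap25 was high in every brain library, this argues against a sample of another tissue only. It cannot show a swap between brain libraries. How such RNA entered the sample was not tested, and the labels give no handling record.

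Liver knockout replicate 2 was high in acute-phase genes. Saa1 was at 1407 CPM there and at 8.37 to 158 CPM in the other livers, Saa2 at 1053 against 2.26 to 48.7 CPM, and Lcn2 at 227 against 0.843 to 4.90 CPM. Systemic inflammation in one animal could produce this if the brain library of the same number came from that animal: Lcn2 in brain knockout replicate 2 was at 5.97 CPM (101 counts), against 0.110 to 0.594 CPM in the other brain libraries. As 1 of 3 knockout animals it cannot be ascribed to genotype, and the interferon-stimulated mean in liver changed sign, to -0.03, without this replicate.

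Whether brain and liver libraries of one number and genotype share an animal was asked through their deviations from the group means. Across 10718 genes the matching by labels had a mean correlation of 0.0724, the highest of the 36 matchings within genotype (exact permutation p = 0.0278, the smallest possible), against 0.0672 for the next. Shared handling of a replicate number would also pair libraries across genotypes, but that matching had a mean of -0.00606 (exact permutation p = 0.611). The result is consistent with the same animal behind both libraries. Single loci follow the same lines: Gm13301 on chromosome 4 had 0 counts in wild-type replicate 1 of both tissues and at least 49 counts in each other library, Gm16867 on chromosome 14 had 0 to 1 counts in wild-type replicates 2 and 3 of both tissues and at least 105 elsewhere, and Gm47283 was at 24.6 and 19.8 CPM in knockout replicate 1 of brain and liver and at no more than 4.16 CPM elsewhere. These genes were picked for this pattern and have copies that share reads, so they do not test it.

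The 6 genes with an unadjusted p under 0.05 in both tissues include Tent5c, higher in the knockout by 0.54 ± 0.17 (SE) in brain and 0.56 ± 0.10 (SE) in liver, and Pecam1, higher by 0.46 ± 0.12 and 0.41 ± 0.10 (SE). In both tissues all 3 knockout libraries exceeded all 3 wild-type libraries for these genes, as chance gives for 5% of genes per tissue in that direction. None passed the edgeR adjustment, with adjusted p-values of 0.992 in liver and 1.00 in brain. With animals split alike in both tissues, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many as 5 genes of one direction, so the design cannot separate this from chance. All splits that keep some same-numbered pairs together gave more such genes, from 7 to 55. If the numbers mark animals, the tissues are not independent.

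Nnt was lower in the knockout in both tissues by this measure, yet an effect of the knockout may not be needed. Summed over its 2 overlapping annotated entries, Nnt was at 33.7, 66.0 and 118 CPM in wild-type livers 1, 2 and 3 and at 33.6, 30.8 and 39.0 CPM in knockout livers. The lowest wild type was thus -5.36 CPM relative to the highest knockout in liver and -4.95 CPM in brain. In wild-type brain the sums were 14.8, 28.3 and 32.7 CPM, the same order as in liver, which chance gives with probability 0.167. In knockout brain they were 15.1, 19.8 and 14.3 CPM for replicates 1, 2 and 3, the reverse of the order in knockout liver. A strain variant segregating between the wild-type animals is a candidate explanation that these 3 animals cannot settle; gene counts do not show the alleles.

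Other entries that share reads also differed between libraries. Rmrp is annotated as 2 entries on chromosome 4 that overlap on the same strand. In liver knockout replicate 2 they had 0.340 and 230 CPM, where the other livers had 164 to 251 and 44.1 to 63.6 CPM, while the sum of 230.4 CPM was inside the range of 208 to 310 CPM of the other livers. This is consistent with reads assigned to the other entry in that library. For Oaz1-ps, lower in the knockout of both tissues at 1.18 to 3.58 against 3.86 to 5.29 CPM in brain and 5.33 to 5.86 against 10.5 to 13.6 CPM in liver, the share of the reads summed with Oaz1 was 1.51 percentage points lower in the highest knockout liver than in the lowest wild-type liver, but overlapped in brain by -0.115 points. Reads passing from Oaz1-ps to Oaz1 would leave the sum of both unchanged, yet in liver the sums were 3521, 3594 and 3236 counts in the wild type and 3061, 2409 and 2613 in the knockout, and Oaz1 itself was at 123 ± 12.9 and 105 ± 7.62 CPM (SD, n = 3). Such a shift alone therefore does not account for the liver values, and a sequence variant between the animals was not tested.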
